# Effect of the LSD1 inhibitor RN-1 on γ-globin and global gene expression during erythroid differentiation in baboons (*Papio anubis*)

**DOI:** 10.1371/journal.pone.0289860

**Published:** 2023-12-22

**Authors:** Vinzon Ibanez, Kestis Vaitkus, Maria Armila Ruiz, Zhengdeng Lei, Mark Maienschein-Cline, Zarema Arbieva, Donald Lavelle

## Abstract

Elevated levels of Fetal Hemoglobin interfere with polymerization of sickle hemoglobin thereby reducing anemia, lessening the severity of symptoms, and increasing life span of patients with sickle cell disease. An affordable, small molecule drug that stimulates HbF expression in vivo would be ideally suited to treat the large numbers of SCD patients that exist worldwide. Our previous work showed that administration of the LSD1 (KDM1A) inhibitor RN-1 to normal baboons increased Fetal Hemoglobin (HbF) and was tolerated over a prolonged treatment period. HbF elevations were associated with changes in epigenetic modifications that included increased levels of H3K4 di-and tri-methyl lysine at the γ-globin promoter. While dramatic effects of the loss of LSD1 on hematopoietic differentiation have been observed in murine LSD1 gene deletion and silencing models, the effect of pharmacological inhibition of LSD1 in vivo on hematopoietic differentiation is unknown. The goal of these experiments was to investigate the in vivo mechanism of action of the LSD1 inhibitor RN-1 by determining its effect on γ-globin expression in highly purified subpopulations of bone marrow erythroid cells enriched for varying stages of erythroid differentiation isolated directly from baboons treated with RN-1 and also by investigating the effect of RN1 on the global transcriptome in a highly purified population of proerythroblasts. Our results show that RN-1 administered to baboons targets an early event during erythroid differentiation responsible for γ-globin repression and increases the expression of a limited number of genes including genes involved in erythroid differentiation such as GATA2, GFi-1B, and LYN.

## Introduction

The switch from Fetal Hemoglobin (HbF) to Adult Hemoglobin (HbA) expression observed during development is recapitulated during adult bone marrow erythroid differentiation [1–3]. During this process, repressive epigenetic marks are acquired and activating epigenetic marks removed from the γ-globin promoter by epigenome-modifying enzymes such as histone deacetylases (HDACs), DNA methyltransferase (DNMT1), LSD1 (KDM1A), and G9A (EHMT2) [4, 5]. These enzymes are functional components of multiprotein co-repressors recruited to the γ-globin gene promoter by the trans-acting repressors TR2/TR4, BCL11A, and ZBTB7A [6–11]. Various pharmacological inhibitors targeting HDACs, DNMT1, LSD1, and G9A increase γ-globin expression in different experimental model systems and some have advanced to clinical trials [12–14]. Multiple LSD1 inhibitors, including RN-1 are potent HbF activators and promising therapeutic agents as shown by studies in primary erythroid cell cultures derived from normal human CD34+ progenitors, erythroblasts from sickle cell [15, 16] and β°-thalassemia/HbE patients [17], sickle cell disease mouse models [18, 19], and baboons [20–22], but detailed knowledge of their mechanism of action has not been established. Our previous studies showed that the LSD1 inhibitor RN-1 administration stimulated impressive increases in HbF levels [20] and was generally well-tolerated during a prolonged treatment period in baboons [21]. Murine gene deletion and knockdown models have shown dramatic effects of the loss of LSD1 on hematopoietic differentiation [23–26]. To what extent in vivo pharmacological inhibition of LSD1 using doses sufficient to increase HbF to clinically relevant levels in a non-human primate animal model affects gene expression and erythroid differentiation is unknown. All simian primates possess a highly similar β-globin gene complex and the pattern of expression of the globin genes within the complex during development is highly conserved. Therefore, simian primates, including the baboon, are considered excellent animal models for testing new pharmacol1ogical agents to stimulate in vivo HbF production during adult-stage erythropoiesis to develop new therapies for sickle cell disease [27–29]. Experimental findings of HbF-inducing drugs in baboons [30, 31] are predictive of responses in man and have allowed direct translation of experimental baboon studies to clinical trials in patients with sickle cell disease [32–37]. The goal of this study was to investigate the in vivo mechanism of action of RN-1 in baboons by determining the effect of RN-1 administration in vivo on γ-globin expression during erythroid differentiation in highly purified subpopulations of bone marrow erythroid cells isolated directly from baboons treated with RN-1 and also its effect on the global transcriptome. Methods to isolate subpopulations of bone marrow (BM) cells highly enriched at different stages of erythroid differentiation from fresh baboon BM aspirates obtained from resting, normal controls and from RN-1 treated baboons were developed using a combination of immunomagnetic column selection and FACS. RT-PCR analysis of γ-globin expression within purified BM erythroid subpopulations showed that expression of γ-globin relative to β-globin mRNA (γ/γ+β) in untreated baboons was 4 fold higher in BFUe than in CFUe and 11 fold higher in BFUe than in proerythroblasts consistent with repression of the γ-globin gene during the BFUe to CFUe transition. RN-1 treatment increased γ-globin expression (γ/γ+β) 4 fold in BFUe, 25 fold in CFUe, and >100 fold in proerythroblasts compared to untreated controls, indicating that RN-1 interfered with initiation of repression of the γ-globin gene at the early stages of differentiation. RNAseq analysis of FACS-purified BM proerythroblasts of untreated control (n = 2) and RN-1 treated baboons (0.25mg/kg/d; 3d; n = 4; 2 baboons treated for 3d; 2 baboons treated >265d) showed that the expression of a limited number genes was increased in both the short-term (3d) and long-term (>265d) treated baboons and within this subset were genes that have major effects on erythroid differentiation such as, GATA2, GFi1B, and LYN. Additional flow cytometry analysis of baboon BM aspirates obtained from RN-1-treated and untreated baboons showed that the drug increased the proportion of proerythroblasts and decreased the proportion of terminal erythroid BM cells. We conclude that the LSD1 inhibitor RN-1 administered to baboons at doses that increases HbF to clinically significant levels 1) targets an early event responsible for γ-globin repression to increase γ-globin expression, and 2) increases the expression of a limited set of genes including, GATA2, GFi-1B, and LYN associated with an inhibition of erythroid differentiation.

## Materials and methods

### Ethics statement

All procedures involving baboons were approved by the Animal Care Committee of the University of Illinois at Chicago (ACC #20–152).

### Baboons

Baboons were housed at the University of Illinois at Chicago Biologic Resources Laboratory (UIC BRL) under conditions that meet the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) standards. The University of Illinois at Chicago is committed to the judicious, humane use of animals in research and teaching and is also committed to maintaining full accreditation by the AAALAC. The UIC animal care and use program is fully accredited by AAALAC-international (http://www.aaalac.org). AAALAC accreditation is a voluntary process which demonstrates the institution’s commitment to provide the highest level of animal care and welfare. In addition, the UIC animal care and use program is in full compliance with the Animal Welfare Act and is registered with the United States Department of Agriculture (UIC Registration #33-R-0018). The UIC animal care and use program also holds an assurance with the Public Health Service through the Office of Laboratory Animal Welfare (UIC Assurance #A 3460.01). In accordance with this commitment, all measures are taken to socially house nonhuman primates in pairs or groups in accordance with Section 3.81(a) of the Animal Welfare Standards, when stable pairs can be established or unless otherwise exempt due to veterinary or scientific reasons in facilities that meet AAALAC standards for accreditation. Nonhuman primates are maintained in species-specific cages. The cages are spot-cleaned daily and sanitized at least once every two weeks. The standard photoperiod for nonhuman primate rooms is 12 hours of light and 12 hours of darkness. The animals are provided with species-appropriate enrichment. Food is provided daily and where appropriate ad libitum. Water is provided by an automatic water system. Nonhuman primates receive a variety of foodstuffs in addition to their daily diet of primate biscuits which may include seasonal fruits and vegetables, Softies, and human food treats. They also receive a foraging mixture consisting of a variety of seeds, dried fruit, and dry dog food several times each week, and several times each month receive a novel food enrichment item which may include seasonal fruits (green onions, radishes, melons, oranges, holiday candies, etc.) and treats (frozen juice popsicles popcorn balls etc.). An adequate water supply is continuously available using an automatic water system.

The UIC Animal Care and Use Program consists of 137,000 sq. ft. of animal holding/support space distributed amongst more than 10 facilities. Located within the centralized facility is the institution’s large animal nonhuman primate colony, a full service diagnostic laboratory, experimental surgery and radiology units, cage wash and sterilization support areas, veterinary and investigator support areas, and a necropsy support area. In accordance with the UIC Animal Care Committee policy, BRL veterinary are responsible for ensuring that all research animals maintained at UIC receive appropriate medical and emergency care. Every research animal at UIC is observed daily for illness, injuries, or abnormal behavior by the animal care staff, veterinary technicians, veterinarians or research staff experienced in the care of the species and/or the research protocol under which the animals are being used. Standard animal husbandry provided by the animal care staff includes but is not limited to cag changing and washing, room sanitation, daily food, water, and health checks, basic cleaning and maintenance of animal rooms and animal room equipment, stocking animal room supplies, and monitoring cage and animal room environmental conditions. Health concerns are directed to a member of the veterinary staff for assessment and if appropriate the development of a treatment plan. Research staff are notified by the BRL veterinary staff to discuss treatment plans and potential impact on research. In addition, the veterinary staff oversees the institution’s preventative health and postoperative monitoring programs. The preventive health program is essential to maintaining the health and well l being of research animals at UIC.

RN-1 (Cayman Chemical Company) was administered to baboons (0.25mg/kg/d for three consecutive days and from baboons treated with RN-1 (0.25mg/kg/d; 5d/wk) long-term (>265d) by subcutaneous injection. All hematological data for baboons treated with the long-term regimen, including F cell, F retics, and HbF, is available as part of a previous publication [21]. Bone marrow aspirates were obtained from both normal resting baboons and RN-1-treated baboons 48 hours following the last day of drug administration. Bone marrow aspirations were performed from the hips of animals under ketamine/xylazine anesthesia (10mg/kg; 1mg/kg). Prior to bone marrow sampling, buprenex (0.01mg/kg IM) was given to alleviate potential pain and suffering. All baboon studies and procedures were approved by the Animal Care Committee of the University of Illinois at Chicago (ACC# 20–152). At the end of this study animals were rested for an appropriate period before initiating a new study or transferred to the home colony.

### Purification and analysis of bone marrow subpopulations

Mononuclear cells were isolated from baboon bone marrow aspirates following sedimentation on Percoll gradients. Cells were incubated with CD105+ (Invitrogen; clone SN6) for 20 minutes at 4°C followed by three washes in phosphate-buffered saline (PBS). The cell pellets were then incubated with immunomagnetic-conjugated rat anti-mouse IgG microbeads (Miltenyi) and the CD105+ cells isolated using an LS immunomagnetic column. The isolated CD105+ cells were then incubated with PE-conjugated mouse anti-human CD34 (BD Bioscience; clone 563), FITC-conjugated mouse anti-human CD117 (BD Bioscience; clone 104D2) and APC-conjugated mouse-anti-baboon red blood cell antigen (BD Bioscience, clone E34-731). Subpopulations of cells were isolated by FACS-purification using a MoFlo Astrios cell sorter at the University of Illinois at Chicago Research Resources Center. Analysis of BM erythroid differentiation by flow cytometry was performed using a Beckman-Coulter FC500 instrument. Colony forming assays were performed by plating 200 cells of each isolated subpopulation in Complete Methylcellulose Media (R&D Systems; HSC003).

### Globin gene expression

RNA was isolated using the RNeasy Minikit (Qiagen #74104) and treated with RNase-free DNase I (Ambion #AM1906) according to the manufacturer’s instructions. Purified RNA was used for the synthesis of cDNA using RevertAid First Strand CDNA Synthesis Kits (Thermo Scientific #K1622). Real time PCR analysis was conducted using custom designed primer-probe combinations were used for analysis of globin transcripts (S1 Table). Absolute numbers of globin transcripts were determined by extrapolation from standard curves prepared from the cloned amplicons [38].

### Global gene expression

Global gene expression analysis was performed by the Genome Research Core at the Research Resources Center of the University of Illinois at Chicago. RNA was isolated from the baboon BM CD105+CD34-CD117+bRBC+ FACS-purified subpopulation (proerythroblasts) using Ambion kits. Purified RNA was provided to the UIC-Genome Research Core for RNAseq analysis. Sequencing libraries were prepared using strand-specific QuantSeq 3’ RNAseq kit (Lexogen, FWD, Cat. No. 015). The QuantSeq protocol generates only one fragment per transcript, resulting in accurate gene expression values, and the sequences obtained are close to the 3’ end of the transcripts. Total RNA in the amount of 50 nanograms per sample was used as an input. Library construction was performed according to the manufacturer’s protocol. In brief, during the first strand cDNA synthesis, an oligo dT primer containing an Illumina-compatible sequence at its 5’ end was hybridized to mRNA, and reverse transcription was performed. After that, the RNA template was degraded, and during second strand synthesis, the library was converted to dsDNA. Second-strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5’ end. The double-stranded libraries were purified by using magnetic beads to remove all reaction components. Next, the libraries were amplified to add the complete adapter sequences required for cluster generation and to generate sufficient material for quality control and sequencing. A number of PCR amplification cycles was 18, as determined by test qPCR using a small pre-amplification library aliquot for each individual sample. Final amplified libraries were purified, quantified, and fragment sizes were confirmed to be within 275–300 bp by gel electrophoresis using Agilent 4200 TapeStation (D5000 Screen Tape). Concentration of the final library pool was confirmed by qPCR. Sequencing was performed on NextSeq 500 (Illumina), high-output kit, 1x75 nt single-end reads.

Raw reads were aligned to reference genome Panu_2.0 using BWA MEM [39]. Gene expression was quantified using FeatureCounts [40]. Differential expression statistics (fold-change and *p*-value) were computed using edgeR [41, 42], including both multi-group comparisons using generalized linear models as well as pair-wise tests between experimental groups using the exactTest function. In all cases we adjusted *p*-values for multiple testing using the false discovery rate (FDR) correction of Benjamini and Hochberg [43].

Sequence data has been deposited in the GEO database under the GEO accession number GSE235633.

### Statistical analysis

Mean, standard deviation and *p*-values for colony assays and RT-PCR assays were calculated using the Student T test two-tailed for unpaired samples using Graphpad software.

## Results

### Isolation of baboon bone marrow erythroid cells

Bone marrow aspirates from normal baboons (n = 3) were separated by sedimentation using Percoll gradients followed by positive selection of CD105+ cells using immunomagnetic antibody columns. The CD105+ population was then further fractionated into six subpopulations based upon expression of CD34, CD117, and the baboon red blood cell antigen (bRBC) that were designated R6 (CD34+CD117+bRBC-), R8 (CD34+CD117-bRBC-), R10 (CD34-CD117+bRBC-), R5 (CD34+CD117+bRBC+), R7 (CD34-CD117+bRBC+), and R9 (CD34-CD117-bRBC+) (Fig 1A). Morphological analysis of Wright’s-stained cytospin preparations and methylcellulose colony forming assays showed that R8 (CD34+CD117-bRBC-) subpopulation consisted of nonerythroid progenitors but that other the subpopulations were highly enriched for erythroid cells representative of specific stages of erythroid differentiation (Fig 1B). The R7 (CD34-CD117+bRBC+) subpopulation consisted of primarily proerythroblasts while the R9 (CD34-CD117-bRBC+) subpopulation was enriched in orthochromatic and polychromatic erythroid precursors. Colony assays performed to assess the distribution of BFUe and CFUe within the subpopulations (Fig 1C and 1D) showed that the most primitive subpopulation, R6 (CD34+CD117+bRBC–), contained high numbers of BFUe (69.8±10.8 colonies/200 cells plated; mean±SD) and lesser numbers of CFUe (28.5±14.1 colonies/200 cells plated; mean±SD) with 2.4 X more BFUe than CFUe. Both the R5 (CD34+CD117+bRBC+) and R10 (CD34-CD117+bRBC-) subpopulations were highly enriched in CFUe (R5:66.7±16.3, R10: 71.7±20.2 CFUe/200 cells plated; mean±SD) while the numbers of colony forming cells were very low or absent in the R5 (CD34-CD117+bRBC+) and R9 (CD34-CD117-bRBC+) subpopulations.

**Fig 1:**
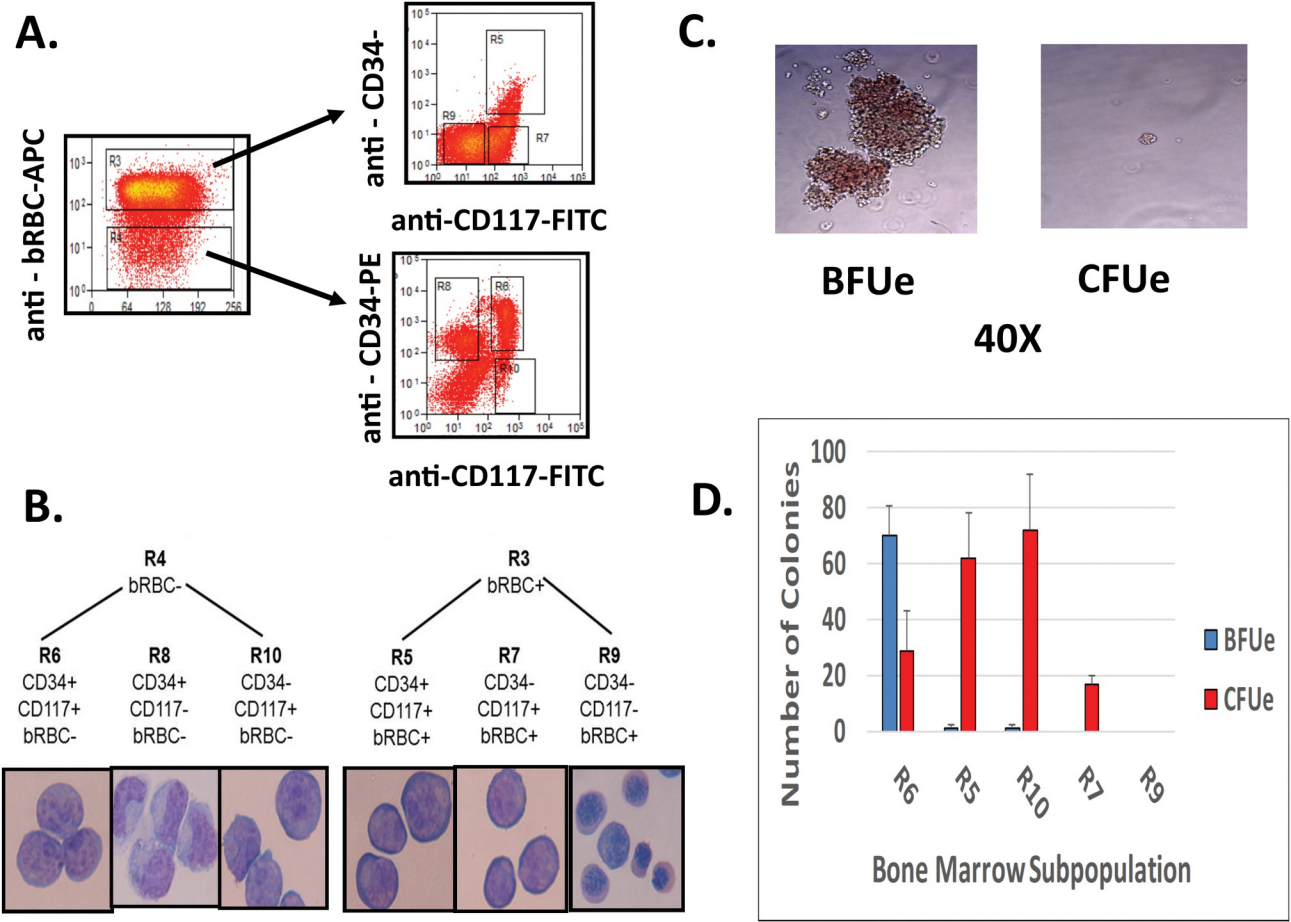
Isolation of baboon bone marrow erythroid cell subpopulations. A. Representative FACS plots showing separation of baboon BM erythroid cell subpopulations. B. Wright’s stained cytospin preparation of isolated BM erythroid subpopulations. C. Morphology of BFUe and CFUe colonies identified in the R6 (CD34+CD117+bRBC-) and R5 (CD34+CD117+bRBC+) subpopulations, respectively shown at 40X magnification. D. Results of methylcellulose colony assays showing enrichment of BFUe and CFUe within the various BM subpopulations (200 cells plated; mean±SD, n = 3).

### Effect of RN-1 on γ-globin expression during erythroid differentiation

Expression of the γ-globin gene relative to the β-globin gene was measured by RT-PCR assays in 4 subpopulations of bone marrow cells enriched for different stages of erythroid differentiation purified from 3 normal baboons (Fig 2A). These subpopulations included the R6 (CD34+CD117+bRBC-) BFUe-enriched subpopulation, the R5 (CD34+CD117+bRBC+) CFUe enriched subpopulation, the R7 (CD34-CD117+bRBC+) proerythroblast enriched subpopulation, and the R9 (CD34-CD117-bRBC+) orthochromatic and polychromatic cell erythroid cell enriched subpopulation. RT-PCR assays showed the relative level of γ-globin to β-globin transcripts was (γ/γ+β) was 6.7 fold higher in the R6 (CD34+CD117+bRBC-) BFUe-enriched subpopulation (0.040+0.016 γ/γ+β) compared to the R5 (CD34+D117+bRBC+) CFUe-enriched R5 subpopulation (0.006+0.004 γ/γ+β; *p* = 0.024) and 13 fold higher than R7 (CD34-CD117+bRBC+;) proerythroblast population (0.003+0.002 γ/γ+β; *p* = 0.015; Fig 2A). The relative level of γ-globin to GAPDH transcripts in the less differentiated R6 BFUe-enriched subpopulation was 90 fold less than in the R9 terminal erythroid subpopulation (*p*<0.001; Fig 2B). The high level of γ-globin to β-globin RNA ratio was not sustained in the more differentiated populations and is consistent with repression of the γ-globin gene during the BFUe to CFUe transition. The effect of RN-1 on globin gene expression within these subpopulations was assessed (Fig 2A). Baboons (n = 3) were treated with RN-1 (0.25mg/kg/d; 3d) and bone marrow aspirates were obtained 48 hours following the last administration of RN-1. The BM erythroid cell subpopulations were isolated as described above. The levels of γ-globin relative to β-globin (γ/γ+β) RNA in all subpopulations isolated from RN-1 treated baboons (R6: 0.106+0.029 γ/γ+β; R5: 0.136+0.037 γ/γ+β; R7: 0.176+0.059 γ/γ+β; R9: 0.089+0.008 γ/γ+β) were significantly higher than in the corresponding subpopulations isolate from untreated controls (R6: 2.6 fold higher, *p* = 0.013; R5: 22.6 fold higher, *p* = 0.003; R7: 87.5 fold higher, *p*<0.001; R9: 24 fold higher: *p*<0.001) showing that RN-1 reversed the repression of the γ-globin expression at all stages of erythroid differentiation.

**Fig 2:**
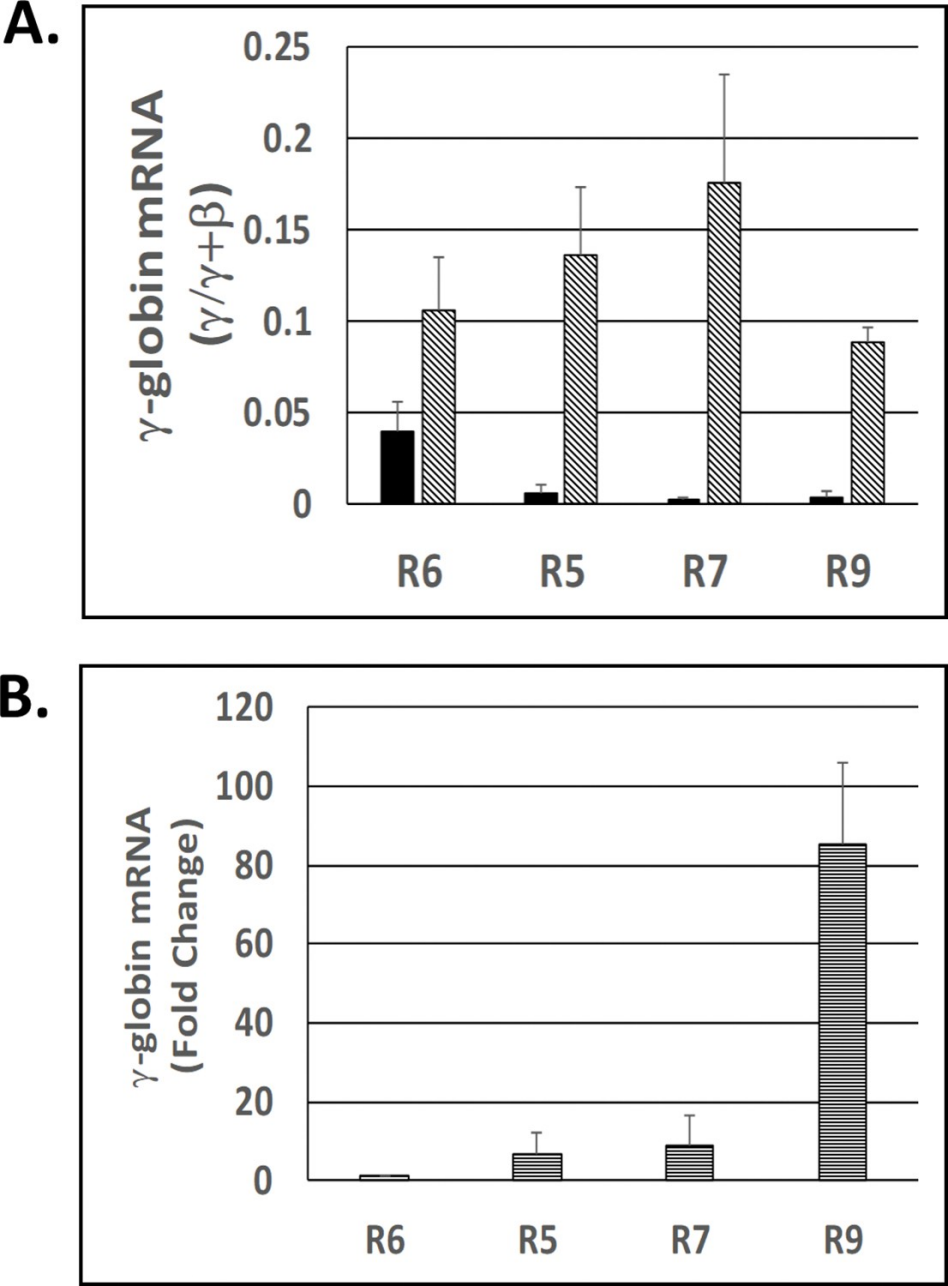
Expression of γ-globin in baboon bone marrow subpopulations. A. Expression of γ-globin RNA (γ/γ+β) in subpopulations enriched in BFUe (R6), CFUe (R5), proerythroblasts (R7), and ortho- and polychromatic terminal erythroid cells (R9) isolated from normal untreated baboons (n = 3, solid fill) and RN-1 treated baboons (n = 3, diagonal fill). B. Fold difference of γ-globin RNA relative to GAPDH RNA (horizontal lines) in isolated BM erythroid cell subpopulations.

### Effect of RN-1 on global gene expression

The effect of RN-1 on global gene expression was investigated by RNAseq analysis of CD34-CD117+bRBC+ FACS-purified CD105+ BM cells (proerythroblasts) of untreated control baboons (n = 2) and baboons treated with both short-term (0.25mg/kg/d; 3d; n = 2) and long-term schedules (0.25mg/kg/d; 5d/wk; >265d; n = 2). 

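RN-1 inhibits LSD1 (KDM1A), an enzyme that removes methyl groups from histone H3, and the cells compared were sorted bone marrow proerythroblasts, early precursors of red cells. RNA from 2 control, 2 short-term and 2 long-term samples was sequenced from the poly(A) end of each transcript with a strand-specific kit. The authors aligned the reads to the baboon genome Panu_2.0 with BWA MEM, counted them per gene with featureCounts and compared the groups with edgeR. The deposited tables used here hold, for each gene, the authors' log2 fold change, mean level in log2 CPM (counts scaled to library size), p-value and false discovery rate, with no values per sample, so no SD between animals can be given. Both tables list 39023 genes, of which 16355 have a p-value in the short-term comparison, 17942 in the long-term comparison and 16353 in both. The short-term comparison was made within the same 2 animals, whereas the long-term samples came from 2 other animals, so that in the long-term comparison treatment and animal change together. The authors' p-values were adjusted again by the Benjamini-Hochberg method over the genes of each table, and a gene was called increased or decreased at an adjusted p under 0.05. Depth was inferred from the fold changes and mean levels of genes with few reads, assuming edgeR's default prior counts. The inferred effective library sizes were 3371920 and 4280560 reads for the controls and 4317790 and 5274010 reads for the short-term samples, with a mean of 3634190 reads over the 4 libraries of the long-term table. Group levels recovered in this way are geometric means of the 2 libraries in CPM for the short-term comparison, and estimated reads summed over the 2 libraries for the long-term comparison, whose fold is of arithmetic means. Of 4986 genes with an estimated 1 to 19 reads in the long-term table, 68.6% came within 0.1 of a whole read, where 20% would by chance. The control level of 3009 well expressed genes, recovered from each table by itself, differed between the tables by a median log2 of 0.01 (SD across genes 0.04). Standard errors and 95% intervals of log2 fold changes were back-calculated from the fold change and p-value of each gene. They assume a normal test statistic and may be too small for genes with few reads, such as PRDM6. Where a group had no reads of a gene, a lower bound of the fold is given against 3 reads over the 2 libraries, and this bound covers counting error only.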

The untreated control and short-term treatment samples were obtained from the same two individual baboons, PA8697 and PA8548. The pattern of gene expression between these two baboons differed in both the untreated controls (CTRL1, PA8697; CTRL2, PA8548) and short-term RN-1 treatment samples (STT1, PA8697; STT2; PA8548) as revealed by Principal Component Analysis (Fig 3). This was associated with a 4–5 fold difference in baseline HbF (PA8697, 5.27±0.18% HbF; PA8548, 1.23±0.36% HbF) between the two animals. Gene expression changes due to short term RN-1 treatment were examined by ANOVA analysis to control for differences between the two animals. The long-term treatment samples were obtained from two different baboons (PA8695, LTT1, PA8698 LTT2) that were more related to PA8548 (STT2) than PA 8697 by PCA analysis (Fig 3) and baseline HbF (PA8695, 1.10±0.17% HbF; PA8698, 1.02±0.31% HbF). Gene expression differences between these long-term treatment samples were compared directly with the two control samples from PA8697 (CTRL 1) and PA8548 (CTRL 2). In baboons treated for 3d with RN-1 a set of 81 genes was identified whose expression was increased and 24 genes that showed decreased expression compared to the untreated control baboons (S2 Table). 

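After 3 d of RN-1, 81 genes were increased and 25 were decreased in proerythroblasts, with median log2 fold changes of 2.12 and -2.37 in the authors' deposited table. CHST1, a carbohydrate sulfotransferase, rose from 51.9 to 406 CPM, TANC1, a scaffold protein, from 63.2 to 398 CPM, and SLC7A5, a transporter of large neutral amino acids, from 60.1 to 274 CPM. PRDM6, a transcriptional repressor, rose from 1.71 to 47.0 CPM, a log2 fold change of 4.74 in the authors' deposited table (back-calculated standard error 0.38, adjusted p = 4.1e-32), whereas in the long-term samples it had 4.30 reads against 12.6 in the controls and did not pass (adjusted p = 1). No reads of UPP1 (uridine phosphorylase), LGALS3 (galectin-3, listed as LOC100998171) or HMGN3 (a nucleosome-binding protein) were found in the controls, and after RN-1 these genes were at least 35.7-fold, 35.3-fold and 43.5-fold higher, respectively. Among the decreased genes, S100A6, a calcium-binding protein, fell from 766 to 354 CPM (adjusted p = 0.00068) and HOOK1, which links organelles to microtubules, from 242 to 87.2 CPM (adjusted p = 0.00015). DLK1, a transmembrane protein of the Notch ligand family, had no reads after RN-1 and was at least 35.9-fold lower (adjusted p = 2.8e-05). Its control level was 11.2 CPM as a geometric mean, but 25.8 CPM as the arithmetic mean recovered from the long-term comparison. The 2 controls were thus unequal, and the bound does not describe each animal. Of 25 gene lists set before the data were examined, but after the genes of S2 and S3 Tables had been seen, 19 had at least 5 members at a mean log2 CPM of at least 0 and were tested as sets with limma's cameraPR. In the p53 response list 2 of 20 members rose and 0 fell (4 and 0 adjusted over the list alone), the median log2 fold change was 0.68, and the list rose as a set (adjusted p = 2.1e-06). The members that rose were CCNG2, an atypical cyclin, from 0.268 to 29.0 CPM, and GDF15, a stress-induced cytokine, from 5.82 to 70.6 CPM. CCNG2 was near the floor in the controls, with an estimated 5.93 reads over the 2 libraries, so the size of its rise is uncertain. In the stem and early progenitor list 1 of 13 members rose (4 adjusted over the list alone), the transcription factor SOX4, GATA2 was also called below that level, and the list rose as a set (median log2 fold change 0.66, adjusted p = 0.0087), though not when tested on ranks (adjusted p = 0.25). The fetal program list, in which HBG2 alone of 11 members rose (1 adjusted over the list alone) and DLK1, below that level, fell, had a median log2 fold change of 0.08 and an adjusted p of 0.0023, which became 0.56 on ranks. In the list of cytosolic ribosomal proteins 0 of 70 members passed the test by themselves (0 adjusted over the list alone; 5 had an unadjusted p under 0.05), 58 lay below 0, and the list fell as a set by a median log2 of -0.23 (adjusted p = 2.1e-06). In the heme synthesis list 0 of 11 members passed (0 adjusted over the list alone; 3 had an unadjusted p under 0.05), and the list fell as a set with a median log2 fold change of -0.41 and an adjusted p of 0.022, which became 0.069 at a preset correlation of 0.05 and 0.080 on ranks. The set tests used a preset correlation between genes of 0.01, because a correlation cannot be estimated without values per sample.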

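After more than 265 d of RN-1, 119 genes were increased and 19 were decreased in proerythroblasts relative to the 2 untreated controls, and 22 of the increased genes had no reads in the controls. EPCAM, an epithelial adhesion molecule, had no control reads and an estimated 954 reads in the 2 long-term samples, at least 318-fold higher (adjusted p = 1.1e-05). NLRP7, a protein of the NOD-like receptor family listed as LOC101011080, was at least 281-fold higher, and FCGBP, an IgG-binding mucin-like protein, at least 61.2-fold higher. LGALS3, also without control reads, had fewer long-term reads than EPCAM (336) but a smaller adjusted p (6.8e-13). Without values per sample, it is not known how evenly the reads of EPCAM, NLRP7 and FCGBP were split between the 2 long-term libraries. SLC18A2, the vesicular monoamine transporter, rose from 8.82 to 729 reads, a log2 fold change of 6.33 in the authors' deposited table (back-calculated standard error 0.68, adjusted p = 4.8e-17), and SYNE2, a protein of the nuclear envelope, rose from 97.8 to 1175 reads. Among the decreased genes, GAPDH, the glycolytic enzyme, fell from 476 to 58.6 reads (adjusted p = 0.00083). Its control level was 65.6 CPM, and whether all reads of the transcript are counted under this name was not tested. HOXB9, a homeobox transcription factor, was at least 31.7-fold lower. CCDC115, an assembly factor of the vacuolar proton pump, fell from 970 to 5.27 reads (adjusted p = 9.7e-26) and LOC101008044, a transcribed pseudogene in the RefSeq annotation of Panubis1.0, from 914 to 4.21 reads; the close levels of these genes leave it uncertain whether they share reads. In the interferon response list 6 of 49 members rose and 0 fell (7 and 0 adjusted over the list alone), and the list rose as a set (median log2 fold change 1.17, and 0.54 among members with reads in both groups, adjusted p = 1.9e-06). The members that rose were RNF213, from 32.9 to 774 reads, IFI6, from 73.7 to 849 reads, the antiviral GTPase MX1, from 5.97 to 207 reads, IFI16, DDX60L and DDX60. In the same samples the list of monocyte and macrophage markers also rose as a set (adjusted p = 0.00030). Of its 11 members 0 passed by themselves (0 adjusted over the list alone, and 4 had an unadjusted p under 0.05), 11 lay above 0, and 7 had no control reads. These 7 reached the level minimum through long-term reads alone and could only lie above 0, so the shift of the set partly reflects the minimum. Without them the list fell short of the 5 members needed for a set test. The scavenger receptor CD163 and the complement protein C1QC, for example, had 49.1 and 33.5 reads in the long-term samples, and all 11 members together had 405 reads against 83.2 in the controls. In the mast cell and basophil list 4 of 9 members rose and 0 fell (4 and 1 adjusted over the list alone): HDC, the histidine decarboxylase, at least 43.0-fold, ENPP3, at least 61.8-fold, SLC18A2 and GATA2. The median log2 fold change of that list was -0.03, opposite in sign to its set test (adjusted p = 3.6e-06), which did not pass on ranks (adjusted p = 0.71) or without the members that had no reads in a group (adjusted p = 0.31). In the stem and early progenitor list 3 of 15 members rose (4 adjusted over the list alone), among them SOX4 and GATA2, with a median log2 fold change of 0.39 (adjusted p = 0.00025, and 0.14 on ranks). In the immediate early list 2 of 25 members rose (4 rose and 1 fell adjusted over the list alone), JUN and PER1, and the list rose as a set (adjusted p = 0.0014, and 0.053 on ranks). The p53 response list had 1 of 21 members increased (2 adjusted over the list alone), CCNG2, with an adjusted p of 0.0063, which became 0.052 at a preset correlation of 0.05 and 0.088 on ranks. Cytosolic ribosomal proteins fell as a set (median log2 fold change -0.25, adjusted p = 0.00014), although 1 of 73 members, RPS15, rose (1 adjusted over the list alone). The cholesterol synthesis list fell as a set (median log2 fold change -0.42, adjusted p = 0.027, but 0.13 at a preset correlation of 0.05 and 0.053 on ranks), and 1 of its 22 members passed (1 adjusted over the list alone), DHCR7, which fell from 303 to 43.4 reads.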

In the baboons treated >265d the expression of 119 genes was increased and 18 decreased compared to the untreated controls (S3 Table). 

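With a threshold of 0.05 on the adjusted p in both comparisons, 48 genes were increased in both regimens and 6 were decreased in both, and 0 genes changed in opposite directions. JUN, a subunit of the transcription factor AP-1, rose from 9.73 to 67.4 CPM in the short-term samples (adjusted p = 9.6e-06) and from 110.2 to 1156 reads in the long-term samples (adjusted p = 2.9e-05). The circadian regulator PER1 rose with log2 fold changes of 1.62 and 2.24 in the authors' deposited tables (adjusted p = 0.00081 and 5.2e-05), and the lipoxygenase ALOX15, a member of the eosinophil list that is also at a high level in the control proerythroblasts, rose from 351 to 898 CPM and from 2925 to 8438 reads. The genes decreased in both included HES5, a transcriptional repressor of the Notch pathway, at log2 fold changes of -2.96 and -2.98 in the authors' deposited tables (adjusted p = 0.021 and 0.0072), SMIM1, which carries the Vel blood group antigen, and LOC101026618, at -9.85 and -6.48. Of 33 genes increased in the short-term samples alone, 31 were above 0 in the long-term samples and 21 of these had an unadjusted p under 0.05, and of 70 increased in the long-term samples alone, 66 were above 0 in the short-term samples and 42 had an unadjusted p under 0.05. Of 19 genes decreased in the short-term samples alone, 19 were below 0 in the long-term samples and 8 of these had an unadjusted p under 0.05, and of 13 decreased in the long-term samples alone, 11 were below 0 in the short-term samples and 4 had an unadjusted p under 0.05. Lists of these sizes drawn independently from the 16353 genes tested in both would share 0.584 increased genes (Fisher's exact test, one-sided, p = 1.1e-85) and 0.0290 decreased genes (Fisher's exact test, one-sided, p = 1.8e-13). Both comparisons use the same 2 controls. In 100 simulations of unchanged groups against shared controls the largest number called in both was 0. Unchanged groups give few calls in either comparison, so this 0 was nearly fixed beforehand and carries no weight. The largest number shared when as many genes were taken by rank was 17. The simulations gave every gene normal values with the same correlation, without the pairing of animals or single outlying controls. Of the genes taken by rank in 1 simulated comparison alone, a mean of 95.3% had the same sign in the other without any effect, against 93.9% and 94.3% of the genes increased in a single regimen, and 22.7% (short-term) and 23.1% (long-term) also had an unadjusted p under 0.05 there, although genes taken by rank need not pass the threshold. Over the 9019 genes with a mean log2 CPM of at least 2 in both tables, the log2 fold changes correlated across genes with Pearson's r = 0.598 and Spearman's rho = 0.584, against a simulated r of 0.491 with no effect, and their covariance was 0.320 against a simulated 0.237. Part of the excess may come from the shared controls, which are too few to be split, and genes are not independent replicates.

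**Figure D1:**
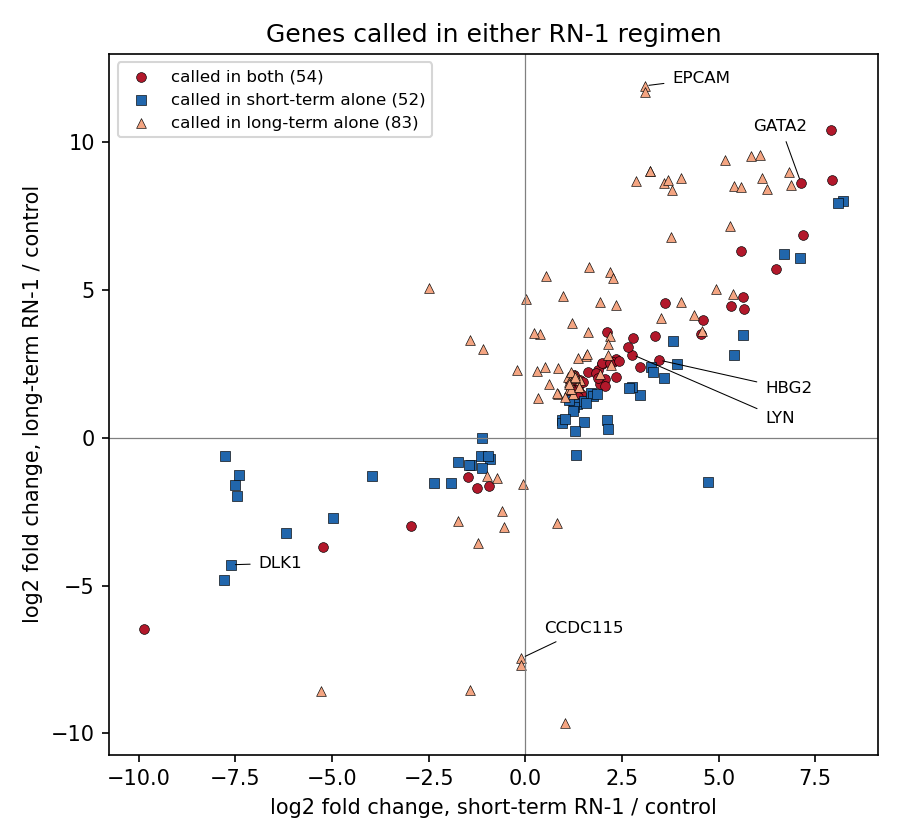
Log2 fold change after short-term RN-1 (x axis) against log2 fold change after long-term RN-1 (y axis), both relative to untreated controls and from the authors' deposited tables, for genes called in both regimens (54, circles), in the short-term regimen alone (52, squares) or in the long-term regimen alone (83, triangles). All 54 genes called in both lie in the quadrants of equal sign. The fitted fold of a gene without reads in a group depends on the prior count.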

Comparison of the gene sets from the short- and long-term treatment regimens identified a common set of 41 genes with increased expression in both treatment regimens while decreased expression of 6 genes was observed (Fig 4). RN-1 treatment therefore affected the expression of a relatively small number of genes, with increased expression observed for most of the genes exhibited changes. 

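Most members of the cell cycle, glycolysis and autophagy lists did not pass the test. In the list of S phase genes 0 of 34 members passed in either regimen (0 adjusted over the list alone; 0 and 1 had an unadjusted p under 0.05), and the set tests gave adjusted p = 0.27 and 0.25. In the G2 and M phase list 0 of 34 passed in either regimen (0 adjusted over the list alone; 2 and 3 had an unadjusted p under 0.05), with adjusted p = 0.34 and 0.73 as sets. In the glycolysis list GAPDH alone passed, in the long-term samples (adjusted over the list alone, 0 in the short-term and 1 up and 1 down in the long-term samples), and the list did not pass as a set (adjusted p = 0.67 and 0.95). The autophagy and mitophagy list had 1 increased member in each regimen (1 adjusted over the list alone), BNIP3L, a receptor for the removal of mitochondria, at 93.9 and 236 CPM and at 720.4 and 2554 reads, with set tests at 0.96 and 0.15. Megakaryocyte and platelet genes had 0 calls among 6 and 13 members (0 adjusted over the list alone; 1 and 1 had an unadjusted p under 0.05; adjusted p = 0.93 and 0.54 as sets). In the short-term samples the interferon response list had 4 members increased and 1 decreased of 31 (5 and 1 adjusted over the list alone). It did not pass as a set (median log2 fold change -0.19, adjusted p = 0.67), and TRIM26 rose and TRIM21 fell there. The minimum mean log2 CPM of 0 was stricter in this table. It kept no interferon member without control reads, against 9 of 49 members in the long-term table. DDX60, without control reads in both, had a mean log2 CPM of -0.68 and 2.76. The interferon results of the regimens are thus not over the same genes. The LSD1-CoREST list had 1 increased member in each regimen (1 adjusted over the list alone), GFI1B, among 15 and 16 members, and did not pass as a set (adjusted p = 0.67 and 0.54). At an unadjusted p under 0.05 there were 1162 of 16355 genes in the short-term and 971 of 17942 in the long-term comparison. A share of about 0.05 would pass without any change, so these are not counts of changed genes. Of the genes called, 79 of the 81 increased and 22 of the 25 decreased in the short-term samples, and every one of the 119 increased and 19 decreased in the long-term samples, had an absolute log2 fold change of at least 1 in the authors' deposited tables. With 2 libraries a group, changes could be missed. Of 100 genes simulated with a log2 change of 3 and normal error at the back-calculated standard errors, 84 (short-term) and 83 (long-term) were called. Neither reads nor the edgeR test were simulated, so these numbers do not measure the power of the design. No smaller change of single genes was simulated. The share missed near the smallest increases called, at log2 fold changes of 0.95 (short-term) and 1.26 (long-term), is thus not known. The counts depend on the adjustment, and under the Benjamini-Yekutieli method 43 genes were increased and 9 decreased in the short-term samples and 67 and 6 in the long-term samples. From the number of genes called in each regimen and the excess of increases, the paper concludes that RN-1 affected the expression of a relatively small number of genes and increased most of those that changed.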

Significantly, γ-globin was included among the subset of genes with increased expression in both short and long term treatment regimens. 

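HBG2, the γ-globin gene listed in the tables, rose from 148 to 1621 CPM in the short-term samples, a log2 fold change of 3.45 in the authors' deposited table (95% interval 2.93 to 3.97, adjusted p = 1.1e-34). In the long-term samples it rose from 2209 to 13710 reads, or from 304 to 1886 CPM, a log2 fold change of 2.63 in the authors' deposited table (95% interval 1.25 to 4.02, adjusted p = 0.029). HBB, the adult β-globin gene, fell from 46113 to 24406 CPM in the short-term samples (log2 fold change -0.92 in the authors' deposited table, 95% interval -1.31 to -0.53, adjusted p = 0.0013) and had a log2 fold change of -0.71 in the authors' deposited long-term table (95% interval -1.44 to 0.01, adjusted p = 0.95). The embryonic gene HBE1 had log2 fold changes of 0.05 and 0.40 in the authors' deposited tables, and the α-like gene HBM -0.15 and -0.36, and none of these passed; HBD, the δ-globin gene, was at 98.6 and 49.1 CPM in the control and short-term samples and did not pass (adjusted p = 0.30). In the globin list 1 of 9 members rose in each regimen, 1 fell in the short-term and 0 fell in the long-term samples (1 up and 3 down, and 1 up and 0 down, adjusted over the list alone), and the list did not pass as a set (adjusted p = 0.67 and 0.52). From the levels in both tables, the 2 controls were at an implied 38.8 and 569 CPM of HBG2, which differ by 14.7-fold, the highest ratio among 4754 well expressed genes, whose median was 1.25, while HBB differed by 1.13-fold; this spread was looked at after the data had been seen. The long-term level of HBG2 was 6.21-fold that of both controls, and would be 48.7-fold that of the lower and 3.32-fold that of the higher control by itself, with no test; which animal is which is not known from the tables, while the paper gives a higher baseline HbF for PA8697 than for PA8548, the other control, and for the long-term animals. HBG1 has no values in the tables, so reads of the near-identical γ-globin genes cannot be told apart and the HBG2 value is uncertain for either copy. The long-term call was lost under the Benjamini-Yekutieli method (adjusted p = 0.30), and the short-term call was not (adjusted p = 1.2e-33).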

Genes with known roles in erythroid differentiation increased with RN-1 treatment included GFi1b, GATA2, and LYN. 

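LYN, a tyrosine kinase of the Src family, rose from 31.9 to 217 CPM in the short-term samples, with a log2 fold change of 2.77 in the authors' deposited table (back-calculated standard error 0.32, adjusted p = 3.8e-14). In the long-term samples LYN rose from 263 to 1855 reads, with a log2 fold change of 2.82 in the authors' deposited table (standard error 0.46, adjusted p = 8.6e-07). GFI1B, a zinc finger repressor that recruits LSD1, rose from 112 to 286 CPM and from 815 to 2557 reads, with log2 fold changes of 1.35 (standard error 0.27, adjusted p = 0.00032) and 1.65 (standard error 0.34, adjusted p = 0.00058) in the authors' deposited tables. GATA2, a transcription factor of stem cells and early progenitors, had no reads in the 2 controls, 8.06 CPM in the short-term samples and an estimated 97.9 reads in the long-term samples. It was at least 20.5-fold higher in the short-term samples (adjusted p = 0.045) and at least 32.6-fold higher in the long-term samples (adjusted p = 0.010), where its level was 13.5 CPM.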

RT-PCR assays to validate these results confirmed that the expression of ABL was increased 2.2 fold (p<0.01), IFI16 2.8 fold (p<0.01), DAP 3.5 fold (p<0.001), LYN 6.5 fold (p<0.002), GFi1b 2.7 fold (p<0.05) and GATA2 13.4 fold (p<0.05) in the BM CD117+bRBC+ subpopulation in RN-1 treated baboons (n = 4) relative to untreated controls (n = 4, Fig 5).

**Fig 3:**
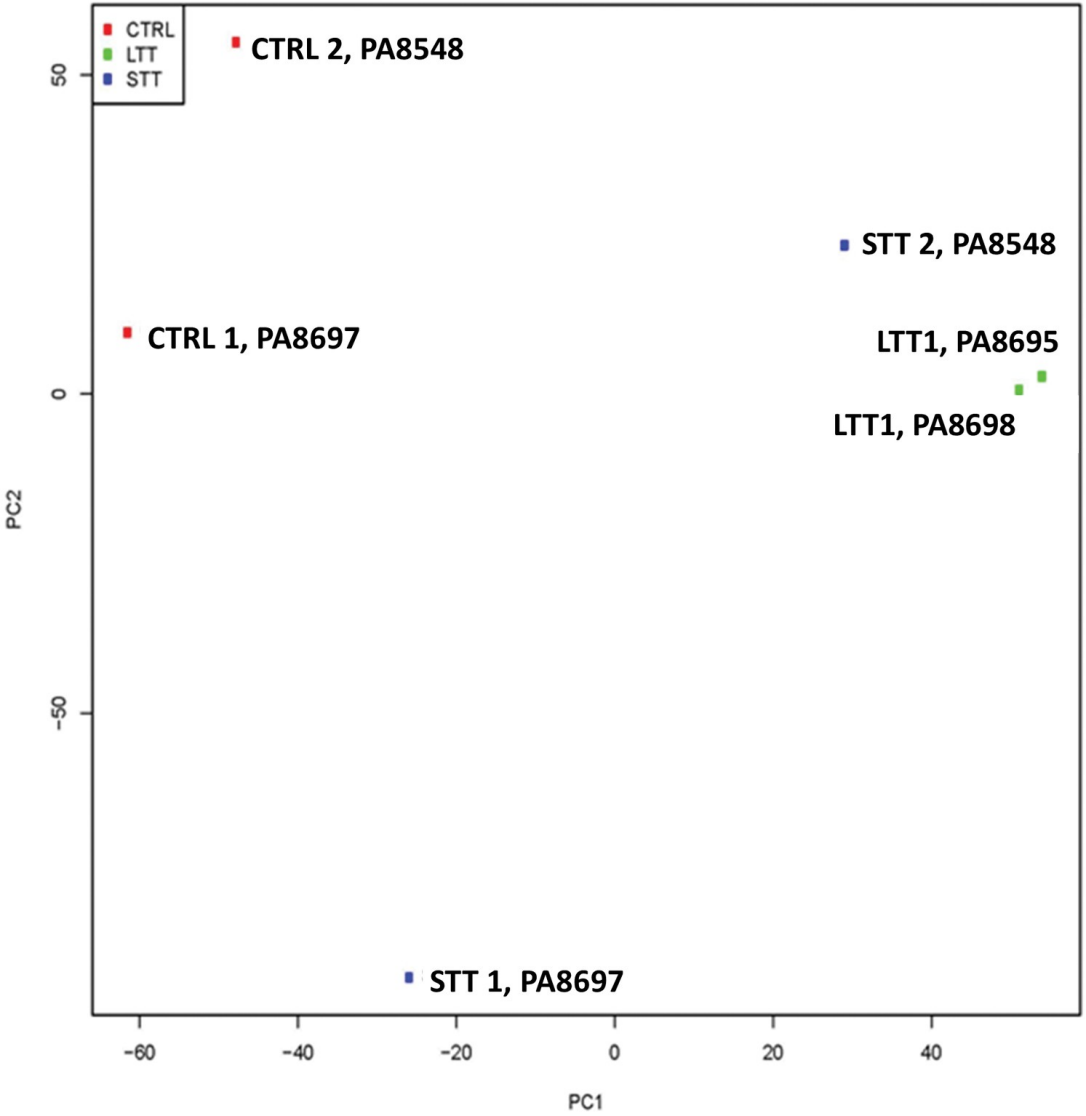
Principal component analysis. Principal component analysis of global gene expression of untreated control baboons (CTRL, n = 2), baboons administered a short term (3d) RN-1 treatment (STT; n = 2), and baboons administered a longer term (>265d) RN-1 treatment (LTT; n = 2).

**Fig 4:**
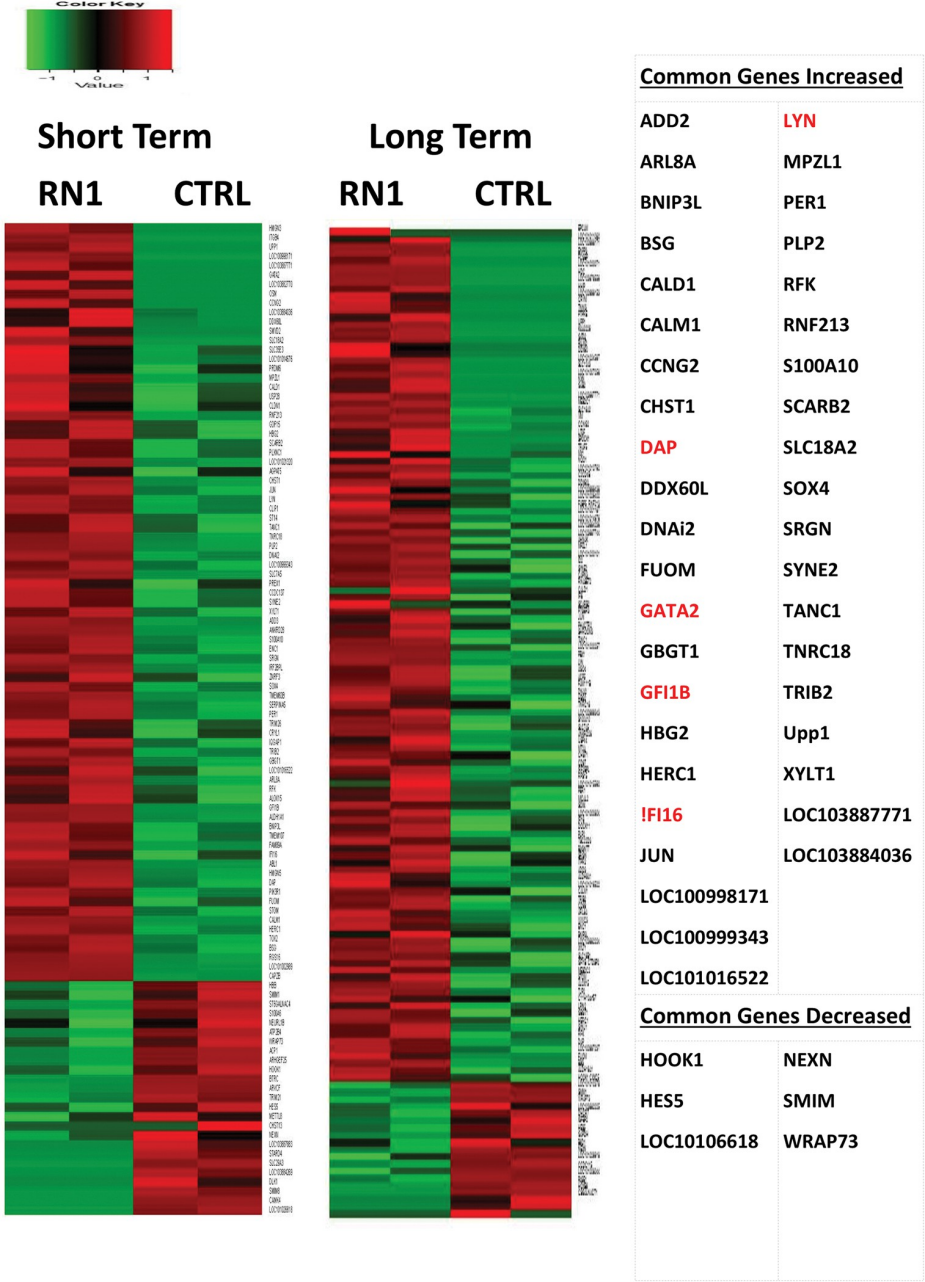
Effect of RN-1 on global gene expression in baboon bone marrow proerythroblasts. Heat map showing differences in gene expression in bone marrow proerythroblast (R7; CD105+CD34-CD117+bRBC+) subpopulations from control, untreated baboons and from baboons treated with either a short term 3d (n = 2) or a long term course (n = 2) of RN-1 compared to untreated normal control baboons.

**Fig 5:**
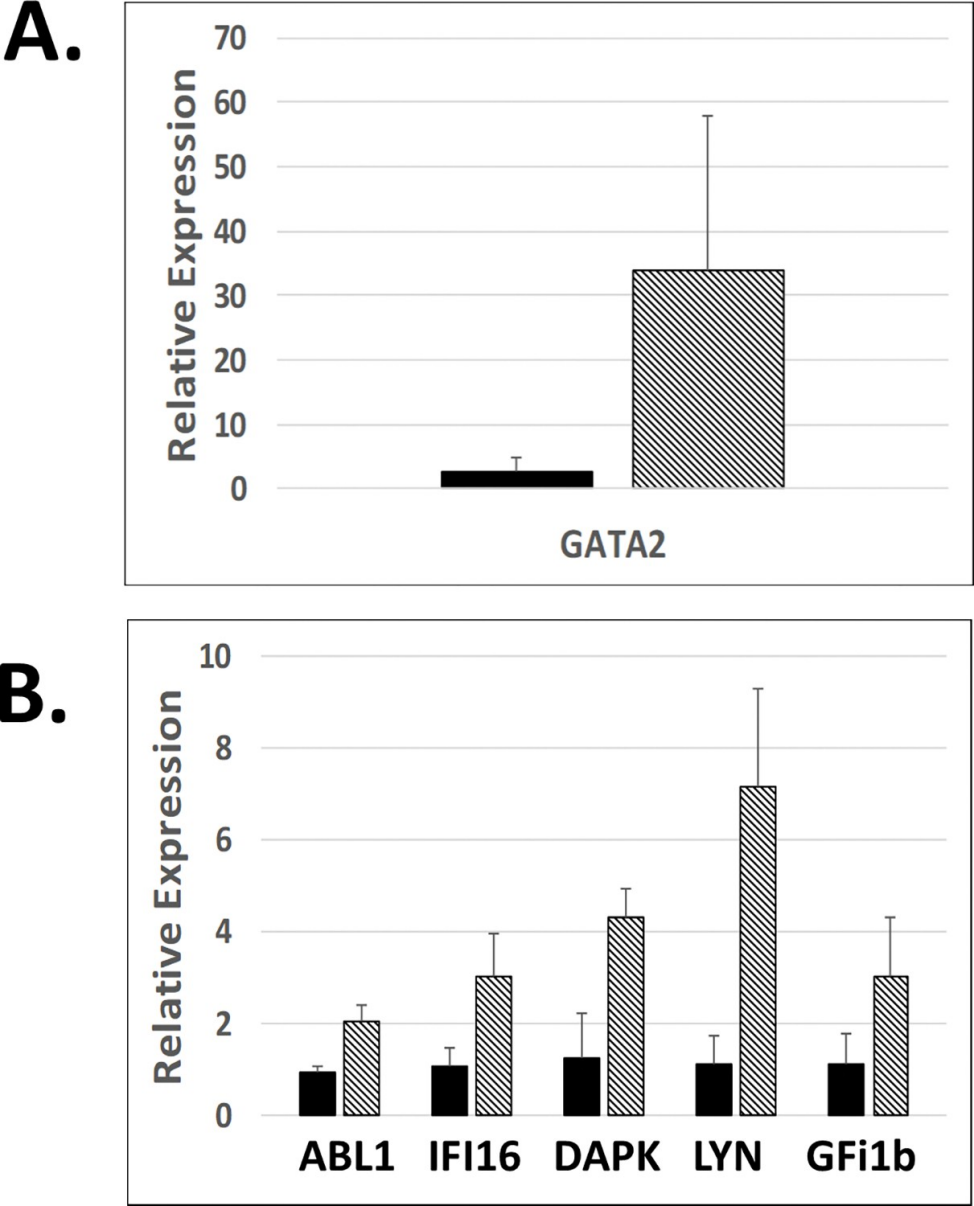
Difference in relative expression of selected genes in bone marrow proerythroblasts from untreated controls and RN-1 treated baboons. **A.** Results of RT-PCR assays showing relative expression of ABL1, IFI16, DAP, LYN and GFi1B in bone marrow erythroblasts from untreated control baboons (n = 4; solid bars) and RN-1 treated baboons (n = 4, diagonal lined bars, mean+SD). B. Results of T-PCR assay showing the difference in the relative expression of GATA2 in bone marrow erythroblasts from untreated control (n = 4, solid bars) and RN-1 treated baboons (n = 4, diagonal lined bars).

### Effect of RN-1 on erythroid differentiation

Additional experiments were performed to determine to whether RN-1 treatment was associated with changes in erythroid differentiation. The effect of the LSD1 inhibitor RN-1 on erythroid differentiation was measured by flow cytometry in baboon BM aspirates following RN-1 administration. Samples from six untreated control baboons were compared to four baboons treated with RN-1. RN-1 treatment (0.25mg/kg/d; 3d) increased the proportion of CD105+CD117+bRBC+BM cells (proerythroblasts) (24.2% pre-treatment; 48.4% post-treatment; p<0.02) and decreased the proportion of CD105+CD117-bRBC+ terminal erythroid cells (51.1% pre-treatment; 29.1% post-treatment; p<0.02, Fig 6).

**Fig 6:**
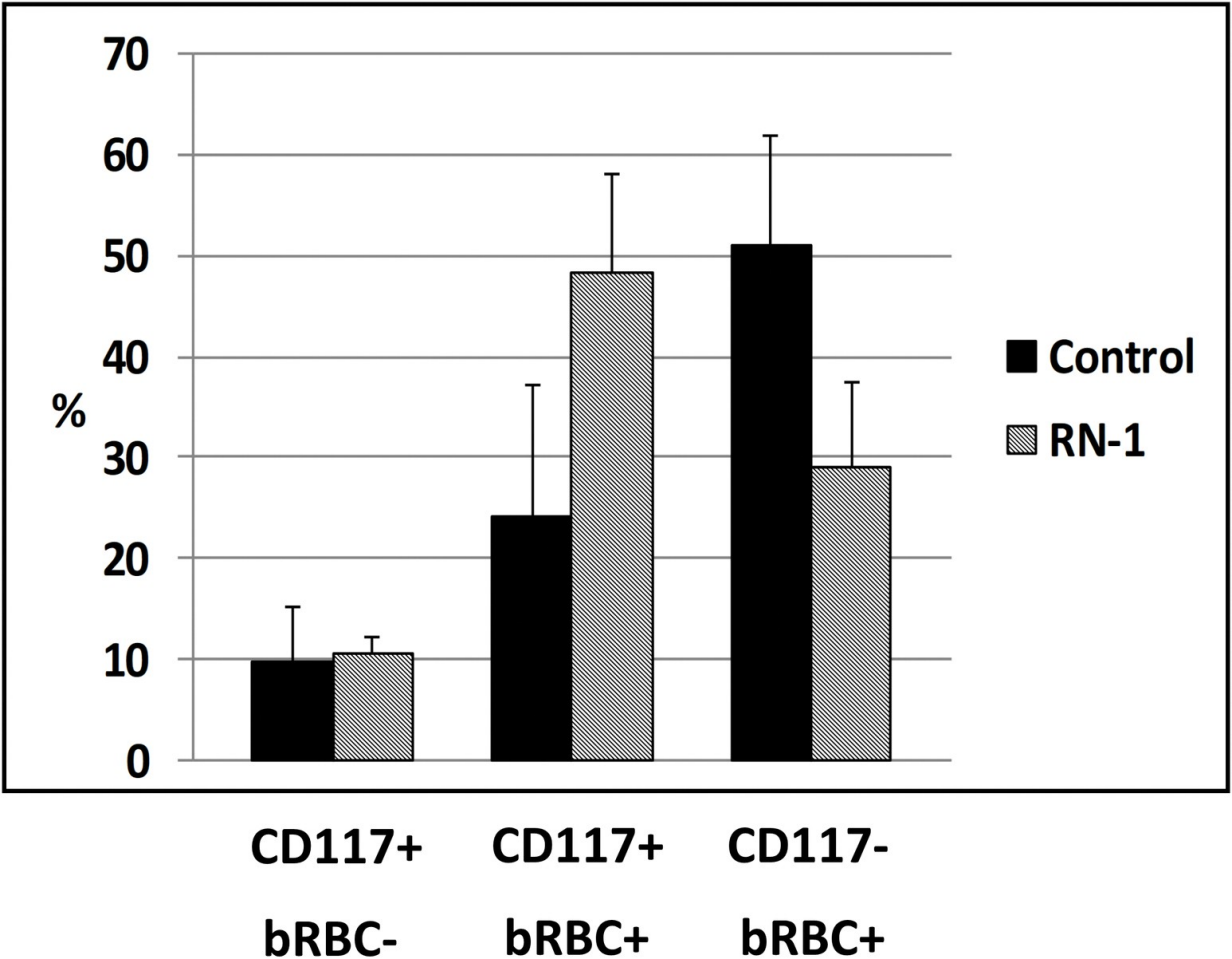
Effect of RN-1 on erythroid differentiation. Difference in distribution of CD117+bRBC-, CD117+bRBC+ and CD117-bRBC+ erythroid cell subpopulations in bone marrow aspirates from normal, untreated control baboons (filled bars, n = 6) and RN-1 treated baboons (diagonal lined bars, n = 4; mean±SD).

## Discussion

A purification scheme based on immunomagnetic cell separation and FACS was developed to isolate subpopulations of BM erythroid cells enriched for different stages of erythroid differentiation to investigate the mechanism of action of RN-1. The effect of RN1 treatment of experimental baboons on γ-globin expression within each subpopulation was determined. Our results, consistent with previous studies [1, 2], show that γ-globin is expressed at higher levels relative to β-globin in early BFUe-enriched progenitors compared to later stages of erythroid differentiation, suggesting that γ-globin repression is initiated after the BFUe stage and is largely completed by the time cells reach the CFUe stage. RN-1 treatment of baboons interferes with this repressive event and allows increased γ-globin relative to β-globin expression throughout all stages of erythroid differentiation in BM cells directly isolated from RN-1 baboons.

Our previous work showed that administration of the LSD1 inhibitor RN-1 to baboons caused large increases in γ-globin expression [20, 21]. LSD1 inhibitors were initially tested for their ability to increase HbF in baboons based on evidence that LSD1 was a component of a multi-protein complex is recruited to the γ-globin promoter by the TR2/TR4 orphan nuclear receptor proteins and BCL11A [10, 11]. The effect of LSD1 depletion by shRNA and inhibition of its demethylase activity by treatment with LSD1 inhibitors to increase γ-globin expression in primary human CD34+ erythroid cell cultures provided the initial evidence that LSD1 was a potential therapeutic target [15]. In that report and data from our in vivo baboon experiments [20] showed that increased γ-globin expression was accompanied by the acquisition of activating histone methylation marks from the Histone H3 K4 residue at the γ-globin promoter suggesting that the mechanism of LSD1-mediated γ-globin repression was likely due to its ability to remove these activating marks. Modification of the histone methylation status at the γ-globin promoter is associated and may be necessary for increased expression but may not be alone sufficient. Recent experiments in the HuDep-2 cell line where BCL11A was depleted by Protac-mediated targeted degradation suggested that DNA methylation is not sufficient to repress γ-globin expression [44], but these results could also be the result of the inability of the NURD complex containing MBD2, a “reader” of DNA methylation required for γ-globin repression, to be recruited to the γ-globin promoter in the absence of BCL11A [45].

Our analysis of the effect of in vivo RN-1 treatment on the transcriptome of an isolated proerythroblast BM subpopulation clearly shows that RN-1 increases the expression of a relatively small number of genes, with only few genes exhibiting downregulation. Downregulation of the known γ-globin trans-acting repressors including BCL11A, ZBTB7A, and TR2/TR4 was not observed suggesting that the mechanism responsible for increased γ-globin expression by RN-1 does not involve decreased transcriptional expression of these genes. 

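None of the 4 genes that encode these repressors was lower after RN-1 in either regimen, at an adjusted p under 0.05 (edgeR p-values of the authors) or at an unadjusted p under 0.05 (0 of 4 each). BCL11A, a zinc finger repressor of γ-globin, was at 638 CPM in the controls and 542 CPM in the short-term samples, with a log2 fold change of -0.24 in the authors' deposited table (95% interval -0.68 to 0.21), and its long-term log2 fold change in the authors' deposited table was -0.39 (95% interval -1.01 to 0.23). ZBTB7A, the repressor also known as LRF, had log2 fold changes of -0.17 (95% interval -0.66 to 0.31) and -0.12 (95% interval -0.76 to 0.52) in the authors' deposited tables. NR2C2, which encodes TR4, had log2 fold changes of -0.13 (95% interval -0.81 to 0.55) and 0.07 (95% interval -0.70 to 0.83) in the authors' deposited tables. NR2C1, which encodes TR2, was at 20.4 CPM in the controls, and its intervals of -0.98 to 1.44 and -1.49 to 1.18 on the log2 scale are wide. The transcript of LSD1 itself, KDM1A, had log2 fold changes of 0.07 and 0.15 in the authors' deposited tables, and that of DNMT1, the maintenance DNA methyltransferase, -0.15 and 0.00, and neither passed. The corepressor NCOR1 had log2 fold changes of 0.65 and 1.03 in the authors' deposited tables (95% intervals -0.20 to 1.49 and 0.17 to 1.90), and the transcription factor SOX6, listed as LOC101016620, -0.33 and 0.25 (95% intervals -0.83 to 0.18 and -0.44 to 0.94), and neither passed (adjusted p = 0.70 and 0.64 for NCOR1). In the list of γ-globin repressors and corepressors 0 of 29 members passed in either regimen (0 adjusted over the list alone; 1 and 2 had an unadjusted p under 0.05, all above 0), with median log2 fold changes of 0.07 and 0.00 and adjusted p = 0.67 and 0.93 as a set. From the absence of a decrease, the paper proposes that RN-1 raises γ-globin by a mechanism other than lower transcription of these repressors.

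**Figure D2:**
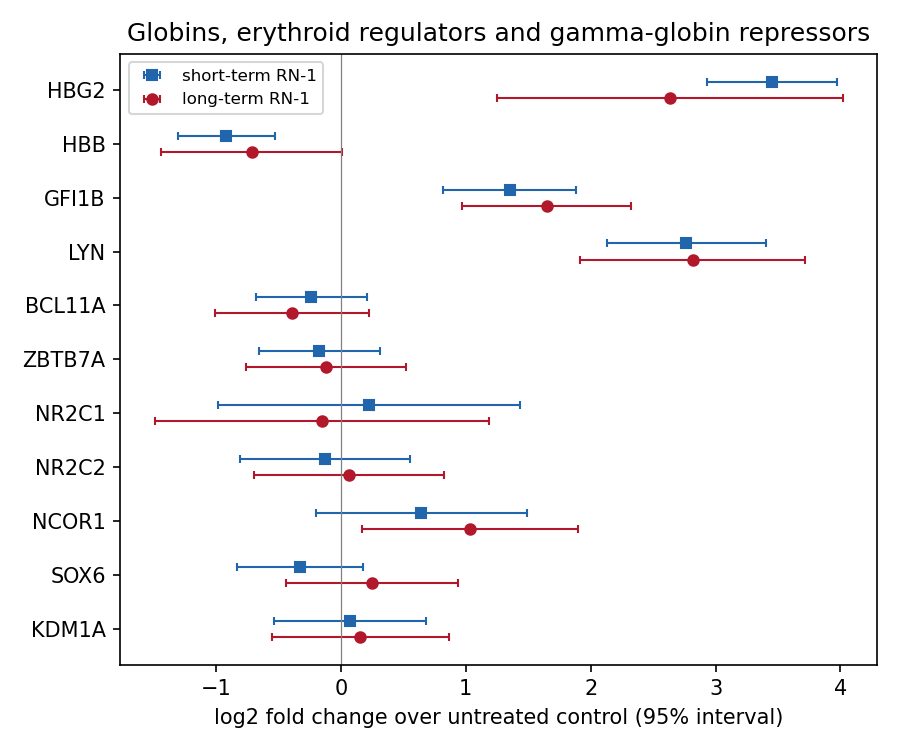
Log2 fold change (x axis) of 11 genes after short-term and long-term RN-1 relative to untreated controls, from the authors' deposited tables, with bars for the back-calculated 95% interval. The intervals of BCL11A, ZBTB7A, NR2C1 and NR2C2 include 0 in both regimens, while those of HBG2, GFI1B and LYN lie above 0.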

RN-1 increased PGC-1α in SCD mice [18] while decreased expression of NCOR1 and SOX6 was observed in erythroid cultures derived from β°-thalassemia/HbE patients [17]. It is possible that discrepancies between these studies and our own may be due to species differences, culture conditions or dosing.

Recent studies have demonstrated major differences in the abundance of transcription factors, co-activators, and co-repressors between the RNA and protein levels [46, 47]. The targets of LSD1-mediated demethylation are not limited to histone proteins [48]. Lysine methylation can target proteins for proteolytic degradation [49]. It has been observed that LSD1 decreases methylation of DNMT1 and increases its abundance while LSD1 inhibitors reverse this process [50]. The DNMT1 inhibitor decitabine, another powerful HBF-inducing drug, also causes in proteolysis and depletion of the DNMT1 protein [51]. DNMT1 can act as a scaffold protein for multi-protein corepressor complexes, suggesting that depletion of DNMT1 by either decitabine or LSD1 could alter the integrity and/or abundance of the co-repressor complex and thus the recruitment of other epigenome-modifying enzymes and/or readers to the γ-globin promoter [52]. Further knowledge of the effect of LSD1 inhibitors on the proteome are therefore required for a more complete understanding of the mechanism of action of these drugs.

Many of the genes whose transcriptional expression is increased following RN-1 treatment play mechanistic roles in erythroid differentiation, including GATA2, Gfi1B, and LYN. 

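In the list of erythroid transcription factors 0 of 19 members passed in either regimen (0 adjusted over the list alone; 2 and 2 had an unadjusted p under 0.05), with median log2 fold changes of -0.08 and 0.01 and adjusted p = 0.89 and 0.73 as a set. This list does not hold GFI1B and GATA2, which were increased in both regimens and are counted in the LSD1-CoREST list and the stem and early progenitor list. GATA1, the main GATA factor of erythroid cells, was at 154 CPM in the controls, with log2 fold changes of -0.09 (95% interval -0.64 to 0.47) and 0.13 (95% interval -0.54 to 0.81) in the authors' deposited tables, and KLF1, the erythroid Krüppel-like factor, had -0.26 and -0.13. In the red cell membrane and surface list 2 of 26 members rose and 2 fell in the short-term samples, and 2 of 27 rose and 1 fell in the long-term samples (3 and 2, and 2 and 1, adjusted over the list alone), and the list did not pass as a set (adjusted p = 0.89 and 0.28). BSG (basigin) rose from 482 to 1056 CPM and from 3604 to 8651 reads, and STOM (stomatin) from 65.2 to 148.0 CPM and from 480.0 to 1492 reads. SMIM1 fell from 344 to 179 CPM and from 2524 to 820 reads, and the calcium pump ATP2B4 fell from 249 to 113 CPM in the short-term samples. The heme synthesis list did not pass as a set in the long-term samples (adjusted p = 0.31). There 0 of 12 members passed and 0 adjusted over the list alone, with 1 above and 1 below 0 at an unadjusted p under 0.05. Without members lacking reads in a group, which left out HMOX1 (heme oxygenase), the other 11 also did not pass as a set (adjusted p = 0.16 with limma). SOX4, of the stem and early progenitor list, rose from 53.5 to 189 CPM and from 394 to 1825 reads, and the pseudokinase TRIB2 rose from 169.5 to 480.2 CPM and from 1240 to 4554 reads. KIT, the stem cell factor receptor (CD117) on which the cells were sorted, had log2 fold changes of 0.12 and -0.03 in the authors' deposited tables and did not pass.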

The ability of RN-1 to increase their expression may be responsible, at least in part, for inhibition of erythroid differentiation we observe in the BM of RN-1 treated baboons. LSD1 has been identified as a key factor in repression of the GATA2 gene. LSD1- knockdown increases GATA2 and suppresses GATA1 expression to inhibit erythroid differentiation [53, 54]. Gfi-1b drives erythroid differentiation by repression of target genes in a process requiring LSD1 [55]. The increased Gf1-1B expression observed in RN-1 treated BM cells may be due to interference with its autoregulation [56]. LYN, another gene exhibiting increased expression in RN-1 treated baboons, also affects erythroid differentiation. Red cell differentiation is abnormal in mice deficient in LYN [57] and erythroid differentiation is delayed in gain-of-function LYN mice [58]. Therefore, the ability of LSD1 inhibitors to perturb erythroid differentiation is associated with effects on multiple genes. The γ-globin gene is preferentially expressed at earlier stages of erythroid differentiation [1–3]. Therefore, inhibition of erythroid differentiation that causes cells to transit more slowly through more primitive differentiation stages that favor γ-globin expression, could contribute to increased γ-globin expression by LSD1 inhibitors.

## Supporting information

S1 Table PCR primers and probes. Sequences of primers and probes used for real time PCR.
(XLSX)

S2 Table Effect of a short term (3d) RN-1 treatment on global gene expression in bone marrow erythroblasts. Results of global gene expression assay of bone marrow erythroblasts purified following administration of a short term (3d) RN-1 treatment to baboons (n = 2).
(XLSX)

S3 Table Effect of a longer term RN-1 treatment (>265d) on global gene expression in bone marrow erythroblasts. Results of global gene expression assay of bone marrow erythroblasts purified following administration of the longer term RN-1 treatment to baboons (n = 2).
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

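Proerythroblasts (CD105+CD34-CD117+bRBC+ bone marrow cells) were sorted from baboons in 3 groups of 2 samples: untreated controls, short-term RN-1 (0.25 mg/kg/d for 3 d; the same 2 animals as the controls) and long-term RN-1 (0.25 mg/kg/d on 5 d a week for more than 265 d; 2 other animals). The grouping follows the sample labels and the paper. Libraries were made by the authors with a strand-specific kit that reads the poly(A) end of each transcript. The authors aligned the reads to Panu_2.0 with BWA MEM, counted them with featureCounts and compared the groups with edgeR; versions of these tools are not given in the sources used here.

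The values used are the authors' 2 deposited comparison tables, which hold no values per sample. The log2 fold changes and the mean log2 CPM were computed by the authors with edgeR, from a generalized linear model with animal and condition for the short-term samples and a direct pair-wise comparison for the long-term samples. The p-values and q-values were also computed by the authors, the q-values by the Benjamini-Hochberg method. The tests had been planned for counts or for comparison tables; since the tables hold comparisons, no count model was run here. Each table lists 39023 genes, of which 16355 (short-term) and 17942 (long-term) have a p-value. In each table 24 names had been turned into dates by a spreadsheet (14 and 19 of them with a p-value); they count among the genes tested but were not named, and names that occur more than once were left out where the tables were joined, which leaves 16353 genes tested in both.

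The deposited p-values were adjusted again over each table; the result differed from the deposited q-values by at most 1.6e-14, and the calls at an adjusted p under 0.05 were those marked by the authors. Alternatives were thresholds of 0.01 and 0.1, an absolute log2 fold change of at least 1, a mean log2 CPM of at least 0 or 2 with a new adjustment, and the Benjamini-Yekutieli method. Calls of the 2 regimens were compared by Fisher's exact test over the genes tested in both, beside the overlap of independent lists and 100 simulations of unchanged groups that share the 2 controls. Log2 fold changes were correlated over 9019 genes with a mean log2 CPM of at least 2 in both tables. A difference between the regimens was called where both the levels recovered from the tables and the log2 fold changes differed at an adjusted p under 0.05, with a conservative standard error.

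Group levels and depth were recovered from the tables. The mean level and the fold change of a gene fix the levels of both groups, given the library sizes and edgeR's default prior counts, which the authors are assumed to have kept. Genes with 1 read in the short-term table gave the effective sizes of the 4 libraries, and genes without reads gave the mean size for the long-term table. These sizes are inferred from the tables. Both tables gave the same 1909 genes without control reads, and the control levels of 3009 genes correlated between the tables at r = 0.999 across genes. Standard errors were back-calculated from the fold change and p-value, using genes of similar level where the p-value was near 1, and give 95% intervals. Lower bounds of a fold use 3 reads over the 2 libraries of a group.

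In all, 25 gene lists with 653 genes were set before the data were examined, but after the called genes of S2 and S3 Tables had been seen, and 628 of the genes were found in the tables, 22 of them only through the RefSeq table of Panubis1.0, which was used for names and not for positions. Of the identifiers that begin with LOC, 10080 of 22668 were found in that table, and of the other names 14692 of 16355. Lists with at least 5 members at a mean log2 CPM of at least 0 (19 in the short-term and 21 in the long-term comparison) were tested with limma's cameraPR on signed z values from the p-values, at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Alternatives were a correlation of 0.05, ranks, and members at a mean log2 CPM of at least 2. Leaving out members without reads in a group was added after the data had been seen.

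The genes to be named were every gene of the paper's results, discussion and figures that the tables hold, the 10 increased and the 10 decreased genes with the smallest p in each comparison, called members of the lists, and the 5 called genes with the largest change in each direction; a selection of these is printed, and some are not reported here. This rule was written before the data were examined, though the called genes of S2 and S3 Tables had been seen.

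Recovery of library sizes and reads, calls, set tests, the test between the regimens, back-calculated intervals and the implied ratio of the 2 controls were tested on simulated data; the lower bounds were not. Library sizes were recovered within 0.011%. A ratio of 10 between the controls was recovered within 0.53%. For the intervals, the calls and the test between the regimens, changes were drawn with normal error at the back-calculated standard errors. The 95% intervals held the simulated change in 94.9% (short-term) and 95.2% (long-term) of genes. No p-value of edgeR was simulated, so this share was given by construction for most genes and does not test the back-calculation. Of 100 genes simulated over 9019 with a log2 change of 3, 84 were called at the short-term and 83 at the long-term standard errors, with 6 and 7 unchanged genes called. In each comparison 2 of 2 shifted lists were found, with 0 others. Of 100 genes simulated to differ between the regimens by a log2 of -6, 97 were found, with 0 others. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. Apart from the implied levels of the 2 controls, differences between single animals were not analysed here. The principal component analysis and the RT-PCR and flow cytometry samples were also not analysed.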

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

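The tests of monocyte and macrophage genes and of a broad interferon response were set before their results were seen. The called genes of S2 and S3 Tables had been seen by then, so these tests were not blind to the data. The test of differences between the regimens was chosen after the tables had been seen.

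CCDC115 and LOC101008044 differed between the regimens by a test of the difference itself: their long-term level lay at a log2 of -7.23 (standard error 0.73, adjusted p = 9.4e-20) and -7.51 (standard error 0.72, adjusted p = 8.2e-22) relative to their short-term level, and they were the 2 genes of 9019 that passed. In the short-term samples both were near the control level, at 117 and 116 CPM against 126 and 125 CPM. The long-term samples came from other animals than the controls.

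In genes that the paper does not discuss, the p53 response list lay above the controls in the short-term samples, with a median log2 fold change of 0.68.

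The interferon response list and the monocyte and macrophage list rose in the same long-term samples. With members without control reads at their lower bound, the median log2 fold change was 1.17 for the interferon list and 3.48 for the monocyte and macrophage list (2.34 among its 4 members with control reads). Of the 11 monocyte and macrophage members, 7 had no control reads and reached the level minimum through long-term reads alone, as did 9 of the 49 interferon members. The height of the medians, the 3.48 above all, thus partly reflects the minimum. These values leave both a response of the sorted cells and a small number of monocytes or macrophages in the sorted fraction as open explanations, and the 2 could occur together. The long-term samples came from other animals than the controls. A lasting difference between animals is thus also open, above all for IFI6, MX1 and DDX60, which were called in the long-term samples alone. Markers without control reads had, for example, 49.1 (CD163), 42.3 (HMOX1, also in the heme synthesis list), 34.1 (LGMN) and 33.5 (C1QC) reads in the 2 long-term libraries. The interferon genes that rose had from 90.5 (DDX60) to 1791 (IFI16, with 407 in the controls). The sort on CD117 and the red cell antigen should remove mature monocytes, and whether it removed macrophages was not tested. Of the interferon genes that rose, RNF213, IFI16 and DDX60L also rose in the short-term samples. There 8 of 11 monocyte and macrophage markers with a p-value lay above 0 and 3 below, 7 had no control reads, 1 had an unadjusted p under 0.05 (C1QC, at 3.38 CPM) and 0 passed the adjusted threshold; VCAN, which alone reached the level minimum, lay below 0 (log2 fold change -3.08 in the authors' deposited table). The short-term values thus do not separate a response of the sorted cells from monocytes or macrophages.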

How the results depend on the processing

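No paired analysis was possible because the tables hold no values per sample; the authors' short-term model already includes the animal. For the same reason, leaving out each replicate (other than the controls for HBG2, from implied levels), a fit with no replicate block, DESeq2, no filter on low counts and the genes with an animal effect were not run. Over the alternatives, 39 summary values stayed on the same side or, for counts, within 1.5 times. Another 18 moved (counts and folds by over 1.5 times, correlations to outside the 95% interval over genes) and 1 lost its call. Of the values for single lists and settings 142 kept their side, 12 lost and 1 gained a call, and 0 reversed. The 142 include lists that passed under no setting. They also include the short-term lists with members without reads left out, where no member was affected and the values could not change. At a threshold of 0.01, 50 genes were increased and 11 decreased in the short-term samples and 10 decreased in the long-term samples, with 24 increased and 1 decreased in both. With Benjamini-Yekutieli adjustment the counts were 43 and 9 (short-term), 67 and 6 (long-term) and 19 and 1 (both). These settings are stricter by construction, and the filters on level, the fold minimum and the threshold of 0.1 kept each count within 1.5 times. The long-term call of HBG2 ended under Benjamini-Yekutieli (adjusted p = 0.30), and its adjusted p was 0.017 over genes with a mean log2 CPM of at least 2; in the short-term samples it passed under each of these. Leaving out 1 control, tried after the data had been seen, put the long-term fold of HBG2 between 3.32 and 48.7 instead of 6.21, from the implied levels of the controls and with no test. The correlation of the regimens was 0.493 at a mean log2 CPM of at least 0, 0.654 at 5 or more, and 0.570 without the called genes, against simulated values with no effect of 0.467, 0.499 and 0.489, so the excess was smallest at the lowest level minimum; the cause was not tested. On ranks, 2 lists passed in the short-term samples instead of 5 (p53 response and ribosomal proteins) and 3 in the long-term samples instead of 8 (interferon response, monocyte and macrophage, ribosomal proteins), ranks giving less weight to a few members with large changes. Widening the regimen test to genes at the level minimum in either table (10334 genes) was tried after the data had been seen, because PRDM6 lay below the minimum in the long-term table; PRDM6 did not pass, and the same 2 genes did. The depth limits genes with few reads. Where a group had no reads, only lower bounds are given and the size of a change is not known. Where a group had few reads, as for CCNG2, it is uncertain.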

Differences from the paper's values

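The paper's RT-PCR value for GATA2 was 13.4-fold in RN-1 treated against untreated baboons, and the short-term value here was at least 20.5-fold, a bound against 3 reads over the 2 controls. The assay differs, and the paper compared 4 treated with 4 untreated baboons (Fig 5), whereas the value here is of 2 short-term against 2 control samples. No alternative set before the data were examined gives another value of this fold, and the filters at a mean log2 CPM of at least 0 and 2 leave the gene out, so the difference was not tested under any of them. For the other genes of that assay the fold here was 2.40 for ABL1 (the paper's 2.2), 2.40 for IFI16 (the paper's 2.8), 2.36 for DAP (the paper's 3.5), 6.81 for LYN (the paper's 6.5) and 2.55 for GFI1B (the paper's 2.7), all within 1.5 times.

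The paper's text states no threshold for its calls. At an adjusted p under 0.05 the increased genes numbered 81 and 119, the paper's values, and the decreased genes 25 and 19, where the paper gives 24 and 18. The genes increased in both numbered 48, where the paper gives 41, and the genes decreased in both numbered 6, as in the paper. The closest setting to the paper's 41 was a mean log2 CPM of at least 2, with 43; a minimum log2 fold change of 1 kept 119 long-term and 48 shared genes, and a mean log2 CPM of at least 0 kept 6 shared decreased genes. Read by eye, Fig 4 lacks LOC101014676, SLC7A5, ANKRD28, ENC1, IRF2BPL, ALOX15 and STOM, which were increased in both regimens here. Fig 4 names ADD2, which did not pass here (log2 fold change -0.13 in the authors' deposited short-term table), whereas ADD3 was increased in both regimens (log2 fold changes of 2.06 and 1.98 in the authors' deposited tables).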

Other observations

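Several genes that the paper measured by RT-PCR rose in the sorted proerythroblasts. ABL1, a tyrosine kinase, rose from 69.3 to 166 CPM in the short-term samples (adjusted p = 0.013) and did not pass in the long-term samples (adjusted p = 0.11). DAP rose from 64.7 to 153.0 CPM and from 470.4 to 1215 reads (adjusted p = 0.021 and 0.040), and IFI16 from 49.0 to 118 CPM and from 407 to 1791 reads (adjusted p = 0.045 and 0.00084). PPARGC1A (PGC-1α), which the paper discusses from mouse work, has no p-value in the short-term table and an estimated 3.05 reads in the long-term samples, too few for a comparison.

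The immediate early list had 2 of 18 members increased in the short-term samples (3 up and 1 down adjusted over the list alone; adjusted p = 0.075 as a set, and 0.017 at a mean log2 CPM of at least 2). The fetal program list had HBG2 increased of 12 members in the long-term samples (1 up and 1 down adjusted over the list alone; median log2 fold change 0.53, adjusted p = 0.15). The cholesterol synthesis list had 0 of 18 in the short-term samples (0 adjusted over the list alone; 4 at an unadjusted p under 0.05; adjusted p = 0.66 with limma), although STARD4, below the level minimum, had no reads after RN-1 and was at least 30.9-fold lower (adjusted p = 0.035). The mast cell and basophil list had 1 of 5 there, SLC18A2 (1 adjusted over the list alone; adjusted p = 0.57), and GATA2, below the level minimum, was also increased, while the endothelial and stromal list had 0 of 10 in the long-term samples (0 adjusted over the list alone; 0 at an unadjusted p under 0.05; adjusted p = 0.28 with limma). Too few members reached the level minimum for a set test of eosinophil genes (1 in each regimen, ALOX15, which was increased), neutrophil genes (0 and 2, 0 passed), B cell genes (0 and 1, 0 passed) and T and NK cell genes (2 and 3, 0 passed, though 1 passed in the long-term samples adjusted over the list alone). The same holds in the short-term samples for monocyte and macrophage genes (1) and endothelial and stromal genes (3). The authors' own enrichment of short-term increased genes, deposited beside their table, holds 31 terms with a smallest p of 0.0059 and a lowest Benjamini value of 0.76.

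In the paragraphs that follow, the tests for mast cells or basophils, for an increase in the same cells and for genes called in both regimens were chosen after the result was seen.

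Genes of mast cells, basophils and early progenitors (HDC, ENPP3, SLC18A2, GATA2) rose after RN-1. Mast cells or basophils in the sorted fraction, an increase within the proerythroblasts and a shift to an earlier erythroid stage cannot be told apart, though the sort on the red cell antigen should remove mast cells and basophils. For mast cells or basophils, 5 other list members with reads had a median long-term log2 fold change of -0.95 (SD across genes 2.44; 0 passed), but 2 of these are high in the controls (CD63, SLC45A3), 2 are near the floor (FCER1G, AKAP12), and 14 of the 24 members in the table have no p-value, so these values do not decide. Of the 4 members called in the long-term samples, 3 rose at an unadjusted p under 0.05 in the short-term samples, where the animals are the same as the controls; other cells would give the same, so this does not show in which cells they rose. For an earlier stage, the heme synthesis list fell in the short-term samples by a median log2 of -0.41, while the red cell membrane list had a median of 0.07. The fall of the heme synthesis list did not pass at a preset correlation of 0.05 (adjusted p = 0.069 with limma) or on ranks (adjusted p = 0.080). GATA2 is in both the mast cell and the progenitor list.

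The long-term samples come from other animals than the controls, so lasting differences between animals could stand behind their calls. As the only source, such differences are argued against for the genes also called in the short-term samples, taken as a set. In all, 54 genes were called in both in the same direction. Unchanged groups with the same controls shared at most 17 when as many genes were taken by rank. That simulation held no differences between animals and no single outlying controls, and gave every gene the same correlation. A part played by animals or controls in single genes is thus left open. For HBG2 the long-term fold was 3.32 or 48.7, depending on the control taken. For the 83 genes called in the long-term samples alone, differences between animals cannot be told apart from RN-1. Their median short-term log2 fold change, signed by the long-term direction, was 1.44, above 0 but below the bound of 1.79. The bound was set as 0.5 of their long-term median of 3.58, and part of any short-term value comes from the shared controls.

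The implied 14.7-fold difference in HBG2 between the 2 control samples, looked at after the data had been seen, compares with 1.13 for HBE1, 1.08 for GFI1B, 1.38 for SOX4 and 1.44 for HBM; the tables do not show which control was higher, while the paper gives a higher baseline HbF for PA8697 than for PA8548, the other control, and for the long-term animals, and the long-term fold of HBG2 depends on which control is taken.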
